A study of Mus musculus with 29 samples.

How the data were processed

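Gene expression in single cells was measured by Drop-seq, per the labels, in 29 mouse libraries. Drop-seq captures single cells in droplets with barcoded beads, so that each transcript molecule is counted with its cell. Stroke was induced by a transient occlusion of the middle cerebral artery, and controls had sham surgery. The 18 brain libraries were made from sorted microglia, leukocytes with high CD45 and endothelial cells of 4 to 5 pooled hemispheres each, after papain digestion with transcription inhibitors. The 11 blood libraries were made from leukocytes pooled from 2 mice each, after lysis and removal of red cells.

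The deposited tables give expected counts per gene and cell, and 1 table was read per library. They are not whole numbers: 0.01% to 4.47% of the non-zero values per library were exactly whole, and 38.2% to 92.5% had a fractional part above 0.9. The step that made the counts fractional, the alignment, the genome build and the filters on cells are not stated per the labels, so no coordinates are given. The gaps to the next whole number added up to 2.81% to 14.4% of the rounded-up total per library. The authors' metadata give a total of expected counts per cell, which equals the column sum of the table, a count of detected genes, a percent of mitochondrial counts, a note on the sorted cells and the authors' cell type codes at 2 levels. Tables held 19704 genes for young brain, 27514 for aged brain and 16623 for blood, identified by symbol alone.

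Every deposited cell was kept, and cells were grouped by the coarser level of the deposited annotation. Marker lists fixed beforehand were averaged over the pooled cells of each type. The highest list was the microglial for the code Mg, the endothelial for EC, the mural for MC, the oligodendrocyte for OD, the neutrophil for Gran in brain and Neu in blood, and the monocyte or macrophage list for MdC and Mo. The B, T and NK cell codes each had their own list highest. The highest list for the dendritic code DC in both tissues and for the border-associated macrophage code BAM was the monocyte or macrophage list, and for the epithelial code Epi it was the astrocyte list. Per library, 1143 to 6328 cells and 819438 to 5855047 summed counts were available, with a median of 321 to 1363 counts per cell.

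For expression, counts were summed per library and cell type, rounded, and fitted with the quasi-likelihood test of edgeR 4.0.16, with TMM scaling and the filterByExpr rule on group. Libraries with fewer than 20 cells of a type did not enter its fit. Young brain fits held the 3 young brain groups, blood fits the 3 blood groups, and fits with aged mice the 4 day 2 brain groups; the fit of neutrophils held only the 2 stroke groups at day 2. Tests were two-sided, p values were adjusted by the Benjamini-Hochberg method over the genes tested, and a gene is called at an adjusted p under 0.05. Standard errors of log2 fold changes come from the fold change and its F statistic. For composition, cells per type were fitted with edgeR with the library's total cells as library size, no TMM and no dispersion trend, adjusted over cell types. Types with fewer than 50 cells in the fit stayed in the total and were not tested. An exact two-sided permutation test of the shares is given beside it. For the interaction of age and stroke, age labels were permuted within sham and within stroke.

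Gene lists were tested with fry of limma 3.58.1 on the same fits, adjusted over 8 tests for microglia and 6 for endothelial cells. The microglial lists were homeostatic (12 genes), activated (14), interferon response (12) and proliferation (12). The endothelial lists were angiogenic tip (12), leukocyte adhesion and inflammation (12), and barrier and transport (12). Comparisons, tests, lists, the alternatives marked as planned and the rule for named genes were chosen before the data were examined. Named genes were, per comparison, the 3 with the highest and the 3 with the lowest log2 fold change among called genes with a mean of at least 20 CPM (counts scaled to a common library total) and no overlap of libraries between the groups. Predicted genes, mitochondrial, ribosomal protein, haemoglobin, immunoglobulin and T cell receptor genes were not named. Nor were genes that another type of at least 500 cells held at over 10 times the level of the tested type, since free RNA can carry them. For genes at 0 in every library of a group, the fold is a lower bound from a floor of 3 counts over the group. Genes with 1 to 3 counts in a group have a ratio of pooled counts with a 95% counting interval. Intervals and floors cover counting error only.

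The alternatives were DESeq2 1.42.0, no filter on low counts, library size without TMM, each library left out in turn (with either of the 2 aged sham libraries left out, 1 remains), the replicate number as a block, only the compared groups in the fit, sex as a covariate, and cells marked by Scrublet (scanpy 1.11.5) left out. For composition, only cells with at least 800 counts, leukocytes other than microglia as the total (young brain only), and the exact test were tried. For lists, camera with its preset correlation of 0.01 was tried. Scrublet marked 0% to 0.225% of cells per library, too few to test the effect of doublets. Leaving out the 5% of cells with the highest Scrublet score, rounding counts up per cell, and a technical batch as a covariate were added after seeing the data. The batch separates 5 young brain libraries with under 1% of mitochondrial counts in the median cell from the other 7, and earlier from later blood runs by the codes in the deposited file names (6 and 5 libraries). Each young group held libraries of both batches.

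The fits were tested on simulated data, with 200 genes changed by 2 on the log2 scale in counts drawn from the means, library totals and dispersions of each comparison. For microglia at day 2 against sham, 64.0% of the changed genes were recovered among 10231 genes tested, with 6 false calls. False calls made up 2.87% to 13.0% of calls over the 17 comparisons. The share recovered was 84.5% for endothelial cells at day 14 (5870 genes), 91.0% for blood neutrophils at day 2 (4967 genes), 81.5% for blood monocytes at day 2 (6643 genes), 37.5% for aged microglia (10709 genes) and 10.0% for the interaction with age (10725 genes). In 50 simulations of brain composition at day 2 over 12 types, a type raised 4-fold was called in 27 and a type raised 16-fold in 50, with 0.2 and 2.84 other types called per simulation, since a rise of one type lowers the other shares. A list of 12 genes raised 2-fold was called in 20 of 20 simulations, for microglia and for endothelial cells, and an unchanged list in 1 and 3 of 20. Here a list was called at an unadjusted fry p under 0.05, unlike the adjusted p used for the real lists. The simulated genes were drawn at random and varied independently, so lists of correlated genes were not simulated.

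The single aged day 14 library entered no test and its values are given alone. Young and aged mice were not compared directly, because age goes with run period, sex and gene table. Analyses used R 4.3.3, Python 3.11.15, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.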

Results

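Transcript counts of single cells were obtained from brain and blood of mice after a transient occlusion of the middle cerebral artery (stroke) or a sham operation. Young males of 8 to 10 weeks gave 4 brain libraries of sham surgery at day 2, 4 of stroke at day 2 and 4 of stroke at day 14. They also gave 4 blood libraries of sham at day 2, 4 of stroke at day 2 and 3 of stroke at day 14. Aged mice of 17 to 20 months gave 2 brain libraries of sham at day 2 (1 male, 1 female), 3 of stroke at day 2 (1 male, 2 female) and 1 of stroke at day 14 (female). No sham library was taken at day 14, so both stroke times were compared with the same day 2 sham libraries. Differences at day 14 against sham therefore combine stroke with the longer time since surgery. Brain libraries summed to 819438 to 5855047 counts over 1143 to 5121 cells, and blood libraries to 966914 to 5232662 counts over 2360 to 6328 cells. The median cell held 321 to 1363 counts in brain and 341 to 694 in blood, so genes of low expression were read from sums over cells and not from single cells.

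**Figure D1:**
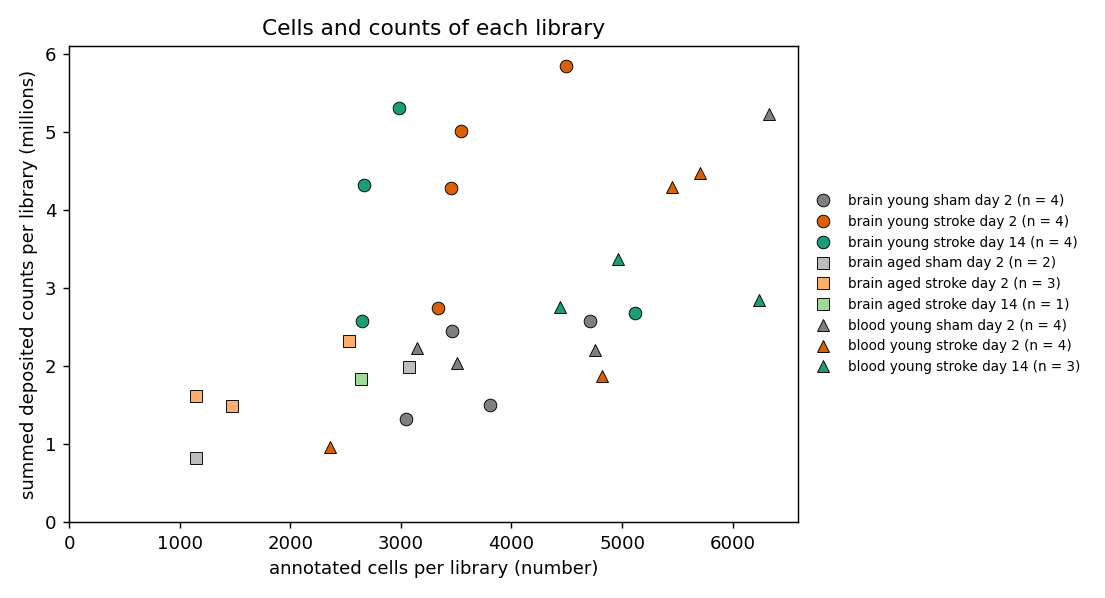
Each point is a library, with its number of annotated cells on the x axis and its summed counts on the y axis, coloured by group. Brain stroke libraries of young mice held 2580016 to 5855047 counts and young sham brain libraries 1318143 to 2581164.

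The first question was how the cell types in the sorted brain fraction differed after stroke. Shares depend on the proportions in which sorted microglia, leukocytes and endothelial cells were mixed. The notes of 2 aged libraries give those numbers: leukocytes with high CD45 made up 20.3% of the sorted cells in the male sham library and 75% in the second female stroke library at day 2. At day 2 after stroke, monocyte-derived cells made up 49.9% ± 12.8 of cells (SD, n = 4) against 2.17% ± 0.786 in sham (n = 4), a log2 fold change of 4.52 ± 0.58 (SE, edgeR adjusted p 3.94e-07). Microglia made up 17.4% ± 11.6 against 72.2% ± 6.22 (log2 fold change -2.06 ± 0.62, adjusted p 0.0109). Dendritic cells made up 9.02% ± 3.65 against 1.92% ± 0.305 (2.23 ± 0.52, adjusted p 0.00153). B cells fell from 1.66% to 0.489% (-1.76 ± 0.63, adjusted p 0.0229) and epithelial cells from 0.288% to 0.0501% (-2.50 ± 0.84, adjusted p 0.0186, 7 and 44 cells). The rise of monocyte-derived cells by itself lowers the shares of other types. The lower shares of microglia, B cells and epithelial cells thus need not mean fewer cells. Monocyte-derived and dendritic cells were higher, and microglia lower, in 4 of 4 stroke libraries than in any sham library, which gave the smallest p an exact permutation test of 4 against 4 allows (0.0286). Adjusted over the 12 types, the exact test called none of them (adjusted p 0.114 for these 3). The libraries of B cells and epithelial cells overlapped, and their calls were lost when any of 3 libraries each was left out, for example without sham replicate 3 for B cells (-1.22, adjusted p 0.165) and without sham replicate 1 for epithelial cells (-1.73, adjusted p 0.13). Apart from the exact test, the total changed these results most: among leukocytes other than microglia, monocyte-derived cells were still higher (log2 fold change 2.38, adjusted p 9.9e-06), but dendritic cells were not (-0.06, adjusted p 0.864). With cells of at least 800 counts alone, the microglial change was -2.01 with an adjusted p of 0.108. Granulocytes, endothelial cells, T cells, NK cells and 3 further types did not pass the threshold.

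At day 14, monocyte-derived cells made up 22.6% ± 5.79 (log2 fold change 3.38 ± 0.55 against sham, adjusted p 2.22e-05) and dendritic cells 13.3% ± 2.47 (2.79 ± 0.54, adjusted p 0.000128), each higher in 4 of 4 libraries than in any sham library (exact permutation p 0.0286). NK cells made up 2.67% ± 1.70 against 0.435% ± 0.208 (2.62 ± 0.73, adjusted p 0.00596), and T cells 6.37% ± 3.36 against 1.54% ± 0.537 (2.05 ± 0.64, adjusted p 0.0104). The libraries of the last 2 types overlapped with sham (exact permutation p 0.114 and 0.0571), and the exact test called no type after adjustment (adjusted p 0.114 to 0.229 for the 4). Among leukocytes other than microglia the changes of NK and T cells were 0.86 (adjusted p 0.234) and 0.30, and neither was called. With cells of at least 800 counts alone, the NK cell change was 2.96 with an adjusted p of 0.0771. Microglia made up 35.8% ± 11.1, a change that did not pass the threshold (-1.01 ± 0.60, adjusted p 0.21), although all 4 libraries lay below sham (exact permutation p 0.0286 before adjustment). Between day 14 and day 2 after stroke, NK cells (2.35 ± 0.72) and T cells (2.05 ± 0.64) were higher at day 14 with an adjusted p of 0.0211 each. The libraries of both types overlapped between the times (exact permutation p 0.114 and 0.0857). Both calls were lost when any of 5 of the 8 libraries was left out. Adjusted p values were then 0.0572 to 0.0951 for NK cells and 0.053 to 0.0951 for T cells. With cells of at least 800 counts alone, neither was called (adjusted p 0.0744 each). Of leukocytes other than microglia, monocyte-derived cells fell from 75.3% ± 0.978 to 44.8% ± 9.82 (-0.75 ± 0.30, adjusted p 0.0367), and the call was lost when any of 7 of the 8 libraries was left out (adjusted p 0.0527 to 0.101). In this total T cells (2.55 ± 0.54, adjusted p 0.0022), NK cells (2.82 ± 0.66, adjusted p 0.00271), B cells (1.52 ± 0.47, adjusted p 0.0133) and dendritic cells (1.00 ± 0.35, adjusted p 0.0229) were higher at day 14. The libraries of NK cells and B cells overlapped between the times (exact permutation p 0.114 and 0.0857). The call of dendritic cells was lost without day 2 replicate 3 or 4 or day 14 replicate 2 (adjusted p 0.0589, 0.0527 and 0.0619).

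**Figure D2:**
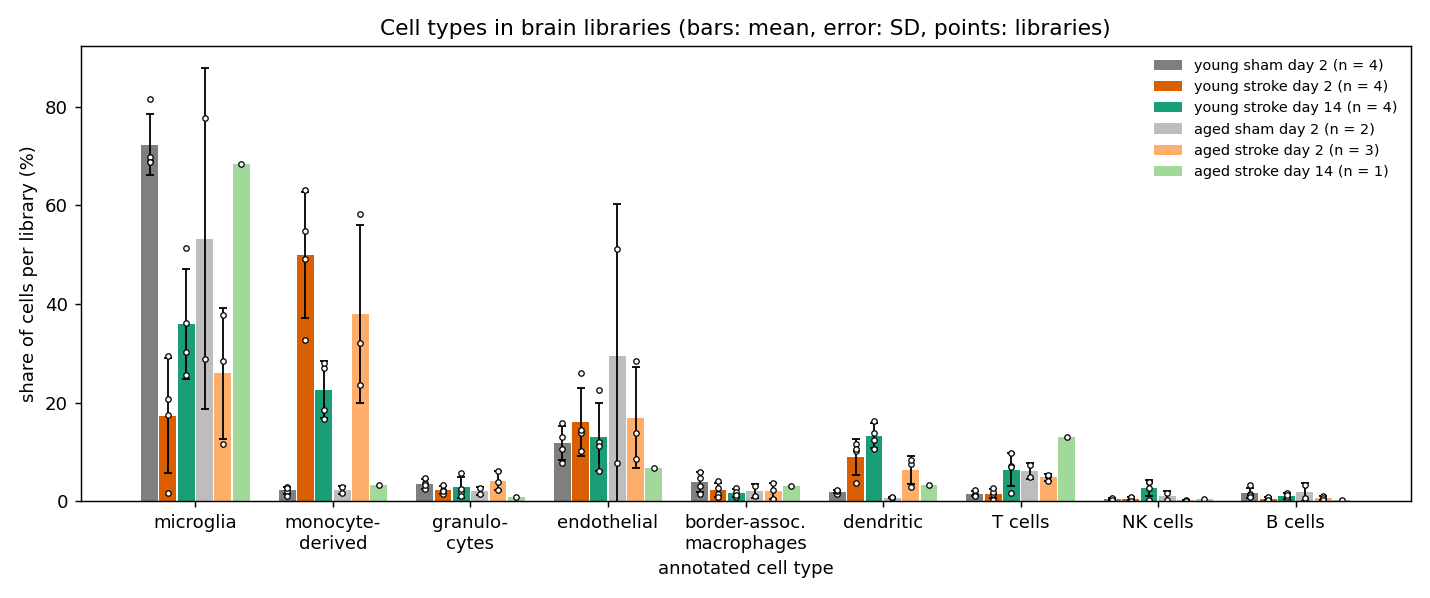
The y axis gives the share of cells per library in percent and the x axis the annotated cell type; bars are group means, error bars SD over the libraries and points single libraries. Monocyte-derived cells make up 32.7% to 63.1% in the 4 young stroke libraries at day 2 and 1.13% to 2.86% in the 4 young sham libraries.

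Expression was then compared within cell types to ask which programs changed after stroke. In microglia, edgeR called 3182 of 10145 genes between day 2 and sham (1588 higher, 1594 lower), 1544 between day 14 and sham (1071 higher, 473 lower) and 703 between day 14 and day 2 (352 higher, 351 lower). The scaling moved the call count at day 14 against sham most. With library size alone in place of TMM, the call counts were 3391 (1273 higher, 2118 lower), 3425 (670 higher, 2755 lower) and 1157 (202 higher, 955 lower). The median log2 fold change of all genes was -0.05, -0.04 and 0.10 with TMM, -0.22, -0.49 and -0.19 with library size, and -0.28, -0.19 and 0.18 with DESeq2, which called 3409, 1986 and 876 genes. The balance between genes higher and lower at day 14 thus depended on the scaling, and changes are given relative to TMM. Leaving out 1 library gave 2094 to 3120, 791 to 2573 and 276 to 735 calls, and the day 2 count was lowest without day 2 replicate 4. At day 14 against sham, 791 to 894 genes were called without sham replicate 2, 3 or 4 or day 14 replicate 1, and 2573 without day 14 replicate 4. Between day 14 and day 2, 276 to 440 were called without replicate 1 or 4 of either time. Day 2 replicate 3 held 58 microglia and 25633 of their counts, and the other 11 libraries at least 605928.

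At day 2, Spp1 rose from 2.71 ± 1.84 to 11322 ± 5115 CPM (SD, n = 4 each), a log2 fold change of 11.88 ± 0.93 (adjusted p 8.17e-06). Mmp12 and Aurka were at 0 counts in sham microglia and at least 80.9-fold higher at day 2 each. Hbegf (-3.77 ± 0.60), Ndst1 (-3.65 ± 0.83) and Acvr2b (-3.41 ± 0.63) were the named genes that were lower, with adjusted p values of 0.000654, 0.00576 and 0.00175. At day 14, Spp1 was at 9394 ± 8653 CPM (11.61 ± 0.93, adjusted p 3.06e-06). Baiap2l2 and Apoc4 were at 0 in sham and at least 226-fold and 126-fold higher. Bank1 (-3.84 ± 0.45), Ddit4 (-3.42 ± 0.38) and Sult1a1 (-2.86 ± 0.36) were lower, with adjusted p values of 7.03e-05, 5.15e-05 and 0.000148. Between day 14 and day 2, Cxcl13 was at 0 at day 2 and at least 76.8-fold higher at day 14. Apoc4 had 423 counts at day 14 and 1 at day 2, a ratio of 298 (95% counting interval 53.2 to 11800), and Baiap2l2 changed by 7.21 ± 0.54 (adjusted p 0.000122). Aurka (-4.00 ± 0.66), Cdc20 (-4.00 ± 0.66) and Ncapg (-3.94 ± 0.43) were lower at day 14 than at day 2, with adjusted p values of 0.00568, 0.00339 and 0.000278. Each of these named genes lay apart between all libraries of its groups and kept its direction and its call in every alternative in which it was tested.

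Of the microglial gene lists, all 4 were called by fry at day 2. The proliferation list had a median log2 fold change of 6.25, with 12 of 12 genes higher (adjusted p 1.23e-05), the interferon response list 4.21, with 12 of 12 higher (adjusted p 6.21e-07), and the activated list 2.23, with 13 of 14 higher (adjusted p 1.23e-05). The homeostatic list had a median of -1.02, with 10 of 12 genes lower (adjusted p 0.025). At day 14, the activated list had a median of 5.82 (14 of 14 higher, adjusted p 5.4e-07), the interferon response list 5.50 (12 of 12 higher, adjusted p 5.4e-07) and the proliferation list 3.08 (11 of 12 higher, adjusted p 0.000443). The homeostatic list had a median of -0.79 (9 of 12 lower) and was not called (adjusted p 0.212). Adjusted over the list alone, 4, 11, 12 and 12 genes of the homeostatic, activated, interferon response and proliferation lists were called at day 2, against 4, 10, 12 and 12 over all genes tested. At day 14 the counts adjusted over the list alone were 0, 14, 12 and 11, against 1, 13, 12 and 8. The homeostatic call at day 2 was lost without sham replicate 1 (adjusted p 0.0562) or 4 (adjusted p 0.0556). At day 14 that list was called with library size alone (median -1.26, adjusted p 0.037), with camera (adjusted p 0.0205) and without day 2 replicate 3 (adjusted p 0.000691). In the activated list Gpnmb was at 0 in sham, and the medians of 2.23 and 5.82 were the same with Gpnmb at its lower bound (at least 14.4-fold higher at day 2 and 308-fold at day 14). At day 2 its level in pooled microglia, 7.67 CPM, was 1.58% of the 486 CPM in monocyte-derived cells.

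**Figure D3:**
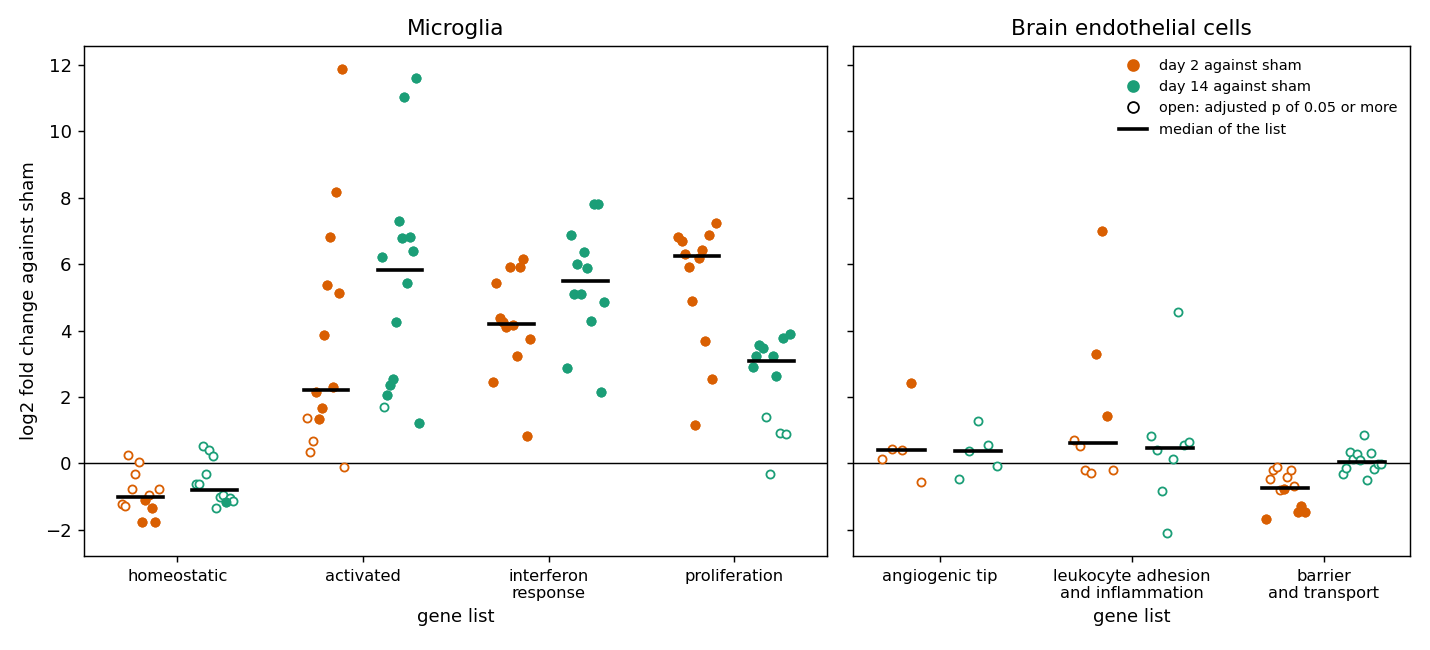
Each point is a gene of a fixed list, with its log2 fold change against sham on the y axis and the lists on the x axis; filled points have an adjusted p under 0.05 and black lines are list medians. In microglia all 12 interferon response genes lie above 0 at both times, and the proliferation median is 6.25 at day 2 and 3.08 at day 14.

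In brain endothelial cells, edgeR called 778 of 5833 genes at day 2 (402 higher, 376 lower) and 0 at day 14, where 356 genes had an unadjusted p under 0.05 and DESeq2 called 10. The difference between both times was not tested for endothelial cells. Leaving out 1 library gave 320 to 991 calls at day 2, with 390, 320 and 360 without sham replicate 2, 3 and 4, and 511 and 504 without day 2 replicate 3 and 4. At day 14 it gave 0 or 1, with 1 without sham replicate 1. With library size alone, 302 genes were higher and 467 lower at day 2. Timp1 and Selp were at 0 in sham and at least 20-fold and 12.6-fold higher at day 2. The call of Selp was lost when any of 5 of the 8 libraries was left out (adjusted p 0.0506 to 0.0648). Pdlim1 had 158 counts at day 2 and 3 in sham, a ratio of 22.3 (95% counting interval 7.49 to 109). Axin2 (-2.51 ± 0.43, adjusted p 0.00286), Trp53inp1 (-2.33 ± 0.45, adjusted p 0.00438) and Esyt2 (-2.13 ± 0.37, adjusted p 0.00286) were lower. The barrier and transport list was lower at day 2 (median -0.73, 12 of 12 genes, adjusted p 0.000672). The leukocyte adhesion and inflammation list was higher (median 0.61, 5 of 8 tested genes, adjusted p 0.0119). Its mean was 1.53, or 1.11 with Selp at its lower bound, which left the median unchanged. The angiogenic tip list was not called (median 0.40, 4 of 5 tested genes higher, adjusted p 0.0659), but was called when counts were rounded up (adjusted p 0.0475) and without any of 5 libraries (adjusted p 0.0168 to 0.0412). At day 14 none of the lists was called (adjusted p 0.613 for barrier and transport, 0.613 for leukocyte adhesion and 0.143 for angiogenic tip), and without sham replicate 1 the angiogenic tip list was (adjusted p 0.041). Without day 14 replicate 3, the test direction of the adhesion list at day 14 turned to lower while its median was 0.19 (adjusted p 0.839). Adjusted over the list alone, 6, 3 and 1 genes of the barrier, adhesion and tip lists were called at day 2 and 0, 1 and 1 at day 14, against 5, 3 and 1 and none over all genes tested.

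Monocyte-derived cells were compared between day 14 and day 2 after stroke. There were 145 called genes of 8080 (67 higher, 78 lower). Leaving out 1 library gave 45 to 191 calls, with 45 to 84 without day 2 replicate 1, 3 or 4 or day 14 replicate 1, 2 or 4. DESeq2 gave 386, and a fit with the technical batch as a term gave 348, among them the 145. Igf1 rose from 3.29 ± 3.09 to 207 ± 66.0 CPM (n = 4 each, 5.95 ± 0.63, adjusted p 0.00129). Atp6v0d2 (5.32 ± 0.97, adjusted p 0.0158) and Tnfsf8 (3.64 ± 0.55, adjusted p 0.00365) were also higher at day 14, although the call of Atp6v0d2 was lost without day 2 replicate 3 or 4 (adjusted p 0.0782 and 0.0648). Pdpn (-3.91 ± 0.40, adjusted p 0.00106), Rhov (-3.73 ± 0.67, adjusted p 0.00905) and Saa3 (-3.61 ± 0.49, adjusted p 0.00222) were lower.

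**Figure D4:**
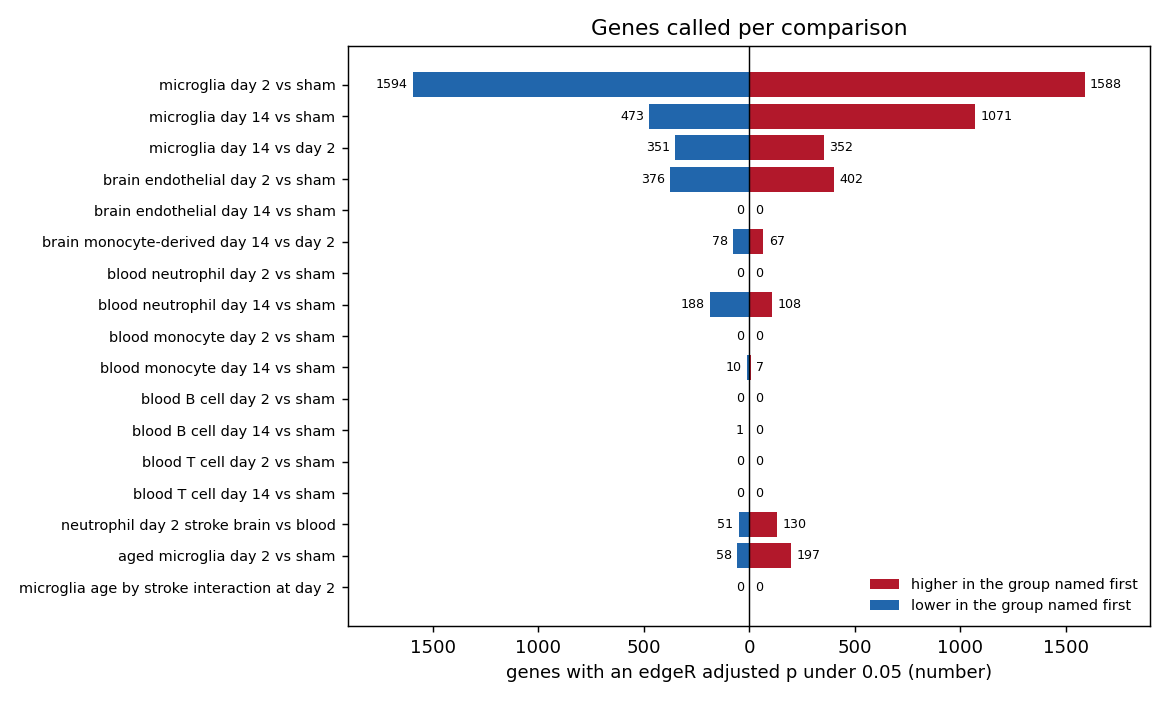
Bars give the number of genes with an edgeR adjusted p under 0.05 on the x axis for each comparison on the y axis, to the right for genes higher and to the left for genes lower in the group named first. Microglia at day 2 have 1588 genes higher and 1594 lower, and 0 genes were called in 4 blood comparisons at day 2.

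In blood, no cell type differed in share between day 2 after stroke and sham (edgeR smallest adjusted p 0.574 over 9 types, smallest exact permutation p 0.171). Neutrophils made up 47.8% ± 25.0 at day 2 and 30.7% ± 15.2 in sham (n = 4 each), a difference within the spread of libraries. At day 14, dendritic cells made up 2.29% ± 0.915 (n = 3) against 0.502% ± 0.109 in sham (2.18 ± 0.60, adjusted p 0.039) and 0.365% ± 0.228 at day 2 (2.66 ± 0.61, adjusted p 0.0122). NK cells made up 4.96% ± 0.736 at day 14 against 1.90% ± 0.671 at day 2 (1.39 ± 0.35, adjusted p 0.0124). In all 3 the libraries did not overlap, and the exact permutation p was 0.0571, the smallest that 3 against 4 libraries allow. The call of dendritic cells against sham was lost when any of 6 of the 7 libraries was left out (adjusted p 0.0621 to 0.128) and with the technical batch as a term (2.09, adjusted p 0.0725). That call was also lost with the replicate number as a block (2.14, adjusted p 0.11). The call of NK cells was lost without day 14 replicate 1 (adjusted p 0.0565) and with the block (1.36, adjusted p 0.116). It was also lost with only cells of at least 800 counts (1.42, adjusted p 0.126).

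Expression in blood leukocytes differed from sham mainly at day 14 and in neutrophils. The sham libraries were taken at day 2, so stroke is not separated from time since surgery at day 14. At day 2, edgeR called 0 genes in neutrophils (4944 tested), monocytes (6706), B cells (8762) and T cells (5731), with 209, 189, 171 and 138 genes at an unadjusted p under 0.05. DESeq2 also called 0 in each. At day 14, 296 genes were called in neutrophils (108 higher, 188 lower), 17 in monocytes (7 higher, 10 lower), 1 in B cells (lower; Gm39321, named after its values were seen, with 0 counts at day 14, at least 19.2-fold lower, and held by another blood type at over 10 times the B cell level) and 0 in T cells (102 genes at an unadjusted p under 0.05, 0 by DESeq2). In neutrophils, library size alone gave 293 genes higher and 99 lower and moved the median of all genes from 0.03 to 0.36, so the balance between genes higher and lower rested on the scaling. Leaving out 1 library gave 83 to 359 calls in neutrophils, with 107 without sham replicate 1 and 128, 143 and 83 without day 14 replicate 1, 2 and 3. In monocytes it gave 2 to 27, with 9 and 27 without sham replicate 2 and 4 and 4, 2 and 11 without day 14 replicate 1, 2 and 3. In B cells it gave 7 without day 14 replicate 1 and 0 without day 14 replicate 3. With the technical batch as a term, 330 genes were called in neutrophils, 285 of them among the 296. Pmaip1 (4.94 ± 0.68, adjusted p 0.00105), Lyl1 (4.52 ± 0.55, adjusted p 0.000611) and Atf3 (3.13 ± 0.49, adjusted p 0.00204) were higher in neutrophils. Prok2 and Rhov were at 0 counts at day 14 and at least 157-fold and 25.6-fold lower than in sham. Ggt1 had 2 counts at day 14 and 460 in sham, a ratio of 72.0 (95% counting interval 19.8 to 597). In monocytes, Rsad2 (3.22 ± 0.62), Ifit3 (2.73 ± 0.53) and Ifi205 (2.48 ± 0.43) were higher, and F11r (-3.62 ± 0.58), Prtn3 (-2.97 ± 0.39) and Shtn1 (-2.19 ± 0.42) lower, with adjusted p values of 0.0365, 0.0365, 0.0186, 0.0133, 0.00203 and 0.0365. Without day 14 replicate 2 none of these 6 was called (adjusted p 0.0554 for Prtn3 and 0.15 to 0.273 for the others). Leaving out other single libraries also lost calls. Over all libraries left out, Rsad2 was lost without any of 6 of the 7 (adjusted p 0.0508 to 0.261), Shtn1 without any of 5 (0.0574 to 0.273), Ifit3 without any of 4 (0.0801 to 0.292), Ifi205 without any of 3 (0.0539 to 0.15), and F11r also without day 14 replicate 1 (0.0849). With only the compared groups in the fit, Rsad2, Ifit3 and Shtn1 were lost (adjusted p 0.0868, 0.0868 and 0.111), and Shtn1 also with library size alone (0.0517).

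Neutrophils from brain and blood were compared at day 2 after stroke, to ask how cells of the same type differ between the compartments. The tissue goes with the isolation, so the comparison is of both together. Of 1976 genes tested, 181 were called (130 higher in brain, 51 lower), with brain sums of as few as 19278 counts. No filter on low counts gave 696 calls, DESeq2 329 and leaving out 1 library 119 to 216, the lowest without blood replicate 3. Dusp2 was at 0 counts in blood and at least 491-fold higher in brain. Hilpda (7.84 ± 0.65, adjusted p 7.15e-07) and Nr4a1 (7.40 ± 0.56, adjusted p 3.78e-07) were higher in brain. Mical1, Spen and Cers6 had 2, 2 and 3 counts in brain and were lower there, with ratios of 8.72 (2.4 to 72.2), 7.99 (2.2 to 66.1) and 7.11 (2.42 to 34.6). The call of Spen was lost without brain replicate 4 (-2.51, adjusted p 0.0763). In sham mice, 141 of the 181 genes could be tested between brain and blood, and 117 (83%) had the same direction. Genes called higher in brain after stroke had a median log2 fold change of 1.81 after stroke and 0.92 in sham, over the 90 tested in both.

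Aged mice were examined for the same response. Monocyte-derived cells made up 38.0% ± 18.1 at day 2 after stroke (n = 3) against 2.29% ± 0.843 in sham (n = 2), a log2 fold change of 4.06 ± 0.87 (edgeR adjusted p 0.000767). Dendritic cells made up 6.32% ± 2.93 against 0.741% ± 0.0581 (3.08 ± 0.85, adjusted p 0.00658), and that call was lost without the male sham library (adjusted p 0.074). Without either aged sham library, here and for genes below, that group is a single library, the spread comes from the other groups of the fit, and the library left is assumed to vary like them. An exact permutation test of 3 against 2 cannot go below 0.2, which both types reached. The sorted mix differed where it was noted. Leukocytes with high CD45 made up 20.3% of sorted cells in the male sham library and 75% in the second female stroke library. Shares of leukocytes other than microglia were not tested in aged mice, so the mix remains open as a source of both rises. For the stroke effect on shares, the interaction with age was not called for any of 12 types (smallest adjusted p 0.143). Epithelial cells were called without young sham replicate 3 (4.80, adjusted p 0.0437) or young day 2 replicate 2 (5.74, adjusted p 0.0167), and dendritic cells with only cells of at least 800 counts (2.75, adjusted p 0.0488). In aged microglia 255 of 11096 genes were called (197 higher, 58 lower). Leaving out 1 library gave 0 to 323 calls, with 0 without the female sham library and 15 without the male sham library (1 sham library left in each), and 61 without the first female stroke library, and a fit of the aged groups alone called 0. Rrm2 and Aurka were at 0 in aged sham and at least 23.7-fold and 15.7-fold higher, and Spp1 rose from 80.4 ± 25.4 to 14670 ± 12786 CPM (7.48 ± 1.27, adjusted p 0.00864). Gabbr1 (-3.28 ± 0.46, adjusted p 0.00805), Gprasp1 (-3.14 ± 0.51, adjusted p 0.00864) and Zfp658 (-2.60 ± 0.54, adjusted p 0.0179) were lower. None of these 6 genes was called with the male sham library as the only one (adjusted p 0.132 to 0.279) or with only the aged groups in the fit (0.0636 to 0.115). Aurka, Spp1 and Zfp658 were also lost with the female sham library as the only one (adjusted p 0.0939, 0.0685 and 0.0674), and Aurka and Zfp658 without the first female stroke library (0.0953 and 0.0848). The interaction of age and stroke called 0 genes with edgeR (623 at an unadjusted p under 0.05) and 1 with DESeq2 or without young sham replicate 1. Of 3316 genes called in young microglia in the fit of both ages, 92.3% had the same direction in aged microglia. Median changes were smaller in aged microglia. For genes higher in young mice, the median log2 fold change was 0.879 in aged and 1.62 in young microglia. For genes lower it was -0.684 and -1.33. The genes were picked by their call in young mice, so these sizes do not test an effect of age. Over 11096 genes the log2 fold changes had a Pearson correlation of 0.541 and a Spearman correlation of 0.529. These run across genes, which are not independent replicates. In the single aged library at day 14 after stroke, microglia made up 68.4% of 2636 cells (95% exact Clopper-Pearson interval 66.6% to 70.2%), T cells 13.1% (11.8% to 14.4%) and monocyte-derived cells 3.30% (2.65% to 4.06%).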

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

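All tests of the far libraries, the finer subtypes and the neutrophil genes below were chosen only after the result was seen. Of 149 groups of 4 libraries tested for a far library, 18 gave 1, and the test alone gives such a library in about 1 group in 20. A share of the far libraries is therefore likely chance, and the 10 of 14 named-gene counts that counting error did not cover cannot separate chance from a cause.

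Library properties came first. Sham replicate 4 had the highest microglia share in young brain (81.54% against 68.67% to 69.86% in the other sham libraries). Sorted fractions mixed in other proportions could account for it. Endothelial cells made up 7.759% of that library, the lowest of the 4, which is what such a mix would give, but a difference between mice would look the same, so both remain open. The mural cell share of day 14 replicate 1 was 0.4693% against 0.09764% to 0.1511%. Blood sham replicate 1 summed to 5232662 counts against 2046266 to 2238159, and brain day 14 replicate 4 held 5121 cells against 2648 to 2983. For the last 3, differences in capture or sequencing were not tested.

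Among named genes, Esyt2 in endothelial cells of sham replicate 1 was at 272.1 CPM against 814.9 to 913.9. That library is the only sham library of the batch with under 1% of mitochondrial counts, and a batch effect could lower it. The batch term of Esyt2 had an edgeR adjusted p of 0.104, so the batch is neither shown nor excluded. In day 2 replicate 3, Esyt2 was at 224.8 CPM against 132.4 to 142.6. In neutrophils, Cers6 in brain replicate 4 was at 41.85 CPM against 0, Nr4a1 in the same library at 781.1 against 311.2 to 386.2, Hilpda in blood replicate 4 at 3.484 against 0, and Mical1 in blood replicate 3 at 234.9 against 105.7 to 118.6. Atp6v0d2 in monocyte-derived cells of day 2 replicate 2 was at 7.533 CPM against 0 to 1.122. In microglia at day 2, Acvr2b was at 0 CPM in replicate 3 (4.753 to 5.235 in the others), and replicate 4 had Apoc4 at 0.4027 (0 in the others), Baiap2l2 at 1.611 (0 in the others), Mmp12 at 36.24 (57.57 to 60.84) and Spp1 at 18930 (8228 to 9719). At day 14, replicate 3 had Apoc4 at 198.1 CPM (44.96 to 50.23) and Spp1 at 22250 (3441 to 6053).

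Counting error in 1 library could explain the far values that rest on few counts. Of the 14 far libraries of named genes, 4 lay within binomial counting error (Cers6, Acvr2b, and Apoc4 and Baiap2l2 at day 2) and 10 did not. In sums over all cells, libraries differed by more than counting error, with a chi-square per degree of freedom of 5.43 to 95.7 over 37 pairs of replicates. These sums also carry differences in cell type shares, so they do not measure the spread within 1 cell type. Whether the 10 are unusual remains open. Differences between mice, infarct size or the sorted mix were not tested.

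For neutrophils, the difference between brain and blood itself differed between day 2 stroke and sham for 10 of 2588 genes tested (334 at an unadjusted p under 0.05). The ratio of brain over blood was higher after stroke than in sham for Gadd45b (interaction log2 3.02, edgeR adjusted p 0.00058), Cstb (3.61, adjusted p 0.000988), Basp1 (3.96, adjusted p 0.00448), Ctsb, Igfbp6, Ier3 and Nfkbid. It was lower after stroke for Mgam (-9.09 ± 1.72, adjusted p 0.0172), Ngp (-6.31 ± 1.26, adjusted p 0.0193) and Camp (-17.6 ± 3.47, adjusted p 0.0195). Whether the sizes for Mgam, Ngp and Camp rest on groups at 0 counts was not examined. These names lie outside the rule for named genes and were chosen after their values were seen. RNA from other cells could raise brain values after stroke. Another brain cell type held 0 of the 10 genes at over 10 times the neutrophil level, but the genes were picked for their pattern, so this leaves smaller amounts of such RNA open. A change of neutrophils on entering injured tissue remains a hypothesis.

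The deposited finer annotation was not used in any comparison. In each brain type examined, 1 finer subtype made up a larger share after stroke in 4 of 4 libraries than in any sham library. At day 2 these were Mg4 (52.0% against 1.06% of microglia), EC2 (44.4% against 2.58% of endothelial cells) and MdC1 (31.5% against 1.01% of monocyte-derived cells). At day 14 they were Mg3 (69.6% against 0.795%), EC3 (28.6% against 9.97%) and MdC6 (34.0% against 0.581%). A difference between batches alone would not be expected to separate groups that each hold libraries of both, and the smallest gap between the lowest stroke and the highest sham library was 8.4 percentage points. Because the authors' subtypes may have been defined on these libraries, a separation by group may be partly built in, which was not tested. States of activated cells are a hypothesis.

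In blood, Neu3 made up 73.8% of neutrophils at day 14 and 10.1% in sham, with a gap of 31.7 points between the lowest day 14 and the highest sham library. A difference between batches alone would not be expected to give this gap, since both batches occur in both groups. Depth could shift a subtype: the median neutrophil held 345.0 to 452.3 counts in the day 14 libraries and 414.2 to 900.9 in sham, and 2 of the 3 day 14 libraries lay below every sham library. Depth as the whole cause is argued against by 3 libraries of other groups within the day 14 range (sham replicate 2 and day 2 replicates 2 and 3), which had 0.967% to 8.92% Neu3, against 63.9% to 82.0% at day 14. Without sham libraries at day 14, time since surgery could also contribute, which was not tested. A change of circulating neutrophils is a hypothesis. Mo2 made up 54.7% of monocytes at day 2 (34.0% in sham) and Bc3 16.7% of B cells at day 14 (7.44% in sham). The larger of their gaps was 0.6 points, too small to set apart from the batch or from chance, which both remain possible.

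In the single aged library at day 14, Mg3 made up 63.3% of microglia (95% interval for counting error 61.0% to 65.5%), against at most 6.04% in an aged sham library. A difference between library batches could contribute, and 1 library cannot separate it from stroke.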

How the results depend on the processing

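Rounding counts up, leaving out the 5% of cells with the highest Scrublet score and the batch as a covariate were chosen only after seeing the data; the other alternatives were planned. Over all alternatives, direction and side of the threshold were the same in 220 of the values for called cell types, 239 of those for gene lists and 799 of those for named genes. A call was lost in 68, 2 and 50, a list gained a call in 10, and 2 values reversed. Of the 68 lost calls of cell types, 21 came from the exact permutation test and do not measure sensitivity to processing, because they depend on group size. In 5 of them, in blood and aged brain, the smallest p that test can give (0.0571 and 0.2) is above the threshold. In the other 16 it is 0.0286, and after adjustment at least 7 of 12 types, or 5 of 7 among leukocytes other than microglia, would have to reach it together, where 2 or 3 did. The other alternatives lost 47. Leaving out 1 of the 2 aged sham libraries leaves a group of 1, which is assumed to vary like the other groups in the fit; 1 lost cell type and 9 of the 50 lost genes came from those fits. Dendritic cells at day 2 went to -0.06 as a share of leukocytes other than microglia, and the adhesion list at day 14 changed its test direction without day 14 replicate 3, with a median of 0.19 (0.19 to 0.76 over the libraries left out). Where no cause is given below, the cause was not tested.

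Library size alone gave 3425 genes in microglia at day 14 against sham and 1157 between day 14 and day 2. The latter count was 1057 with counts rounded up and 426 with only the compared groups, which leaves fewer samples. For endothelial cells at day 14, DESeq2 gave 10, no filter 6, counts rounded up 11, the replicate block 1 and the batch covariate 2. Monocyte-derived cells had 386 with DESeq2, 469 with the replicate block and 348 with the batch. Replicate numbers are not known to pair the samples. In young brain, replicates 1 and 2 of both stroke times were in the batch with under 1% of mitochondrial counts. Replicates 3 and 4 of these times were in the other batch. The block may thus carry a part of the batch there.

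Without a filter on low counts, blood at day 2 gave 32 genes in neutrophils, 13 in monocytes and 5 in T cells, and at day 14 487, 97 and 4, and 5 in B cells. Blood monocytes at day 14 had 37 with DESeq2, 31 with the replicate block and 34 with the batch. B cells at day 14 had 2 with DESeq2, 2 with the batch, and 0 with counts rounded up, only the compared groups or the replicate block. Brain against blood neutrophils gave 329 with DESeq2, 696 without the filter and 337 with counts rounded up. Aged microglia gave 466 with DESeq2, 393 without the filter, 386 with counts rounded up and 0 with only the compared groups. The interaction gave 1 with DESeq2 and 17 without the filter.

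Within these limits, the exact permutation test called 0 types in each of the 7 composition comparisons with calls. With only cells of at least 800 UMIs, 2 types were called in brain at day 2, 0 between day 14 and day 2, 3 of leukocytes other than microglia, and 1 in the interaction. Between day 14 and day 2, the block gave 0 and leukocytes other than microglia as the total 5. In blood at day 14 against sham, 2 were called without the highest Scrublet scores, 0 with the block and 0 with the batch, and against day 2, 1 with the block.

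Leaving out 1 library gave 2094 to 3120 genes for microglia at day 2, 791 to 2573 at day 14 and 276 to 735 between both. The range was 320 to 991 for endothelial cells at day 2, 0 to 1 at day 14, and 45 to 191 for monocyte-derived cells. In blood at day 14 it was 83 to 359 for neutrophils, 2 to 27 for monocytes and 0 to 7 for B cells. It was 119 to 216 for brain against blood neutrophils, 0 to 323 for aged microglia and 0 to 1 for the interaction. Cell types called ranged over 3 to 5 at day 2 (3 without day 2 replicate 4), 4 to 6 at day 14 (6 without day 14 replicate 1), 0 to 3 between both (0 without day 2 replicate 1 or 4 or day 14 replicate 2, 3 or 4, and 3 without day 2 replicate 2), and 3 to 5 of leukocytes other than microglia (3 without day 2 replicate 3 or 4 or day 14 replicate 2). In blood they ranged over 0 to 2 at day 14 against sham (2 without sham replicate 1, 0 without any other) and 1 to 4 against day 2 (4 without day 2 replicate 3, 1 without day 14 replicate 1). In aged brain they ranged over 1 to 3 (1 without the male and 3 without the female sham library), and in the interaction over 0 to 1 (1 without young sham replicate 3 or young day 2 replicate 2). Endothelial lists called ranged over 2 to 4 (4 without sham replicate 1).

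Depth limits most the brain neutrophils, with as few as 19278 counts in a library, and the microglia of day 2 replicate 3, with 25633.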

Other observations

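Counts over other splits of the libraries, tests on pseudogenes and the batch test in monocyte-derived cells were chosen only after the result was seen. The tests on mitochondrial counts, RNA from other cells, depth, sorted fractions, the sham neutrophils and the batch in blood neutrophils were written before. The batch term used in the last of these was itself added after seeing the data.

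The young libraries fell into 2 technical batches in each tissue. In 5 young brain libraries, mitochondrial genes made up 0.278% to 0.644% of counts, and in the other 7 1.94% to 3.77%. The counting of the 2 mitochondrial ribosomal RNA genes could account for most of this: they made up at most 0.0535% in the former and 1.46% to 3.26% in the latter. Without them, the other mitochondrial genes made up 0.272% to 0.642% and 0.488% to 0.723%. These ranges overlap through sham replicate 1 alone, and the 4 other libraries of the former batch (0.272% to 0.407%) lay below every library of the latter, so these genes differed as well. Genes that differed between batches were often pseudogenes: 89.4% of those called in blood B cells (8.85% of genes tested) and 53.8% in brain monocyte-derived cells (9.26% of genes tested). All 428 called pseudogenes were higher in later libraries in blood B cells. In brain monocyte-derived cells, 3 of 580 were higher in the 7 libraries with more mitochondrial counts. The brain batch was set by mitochondrial share and not by run, so directions cannot be compared between the tissues. The batches of brain and blood are not shown to have 1 cause. Reads shared between paralogs or pseudogenes and counted by other rules are a candidate explanation within each tissue. How reads were assigned was not analysed here.

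Chance was tested by splitting the libraries of both groups in every other way of the same sizes, 35 splits each with the real one. As many genes as in the real split were called in 1 of 35 for microglia at day 2, at day 14 and between both, for endothelial cells at day 2, for blood neutrophils at day 14 and for brain against blood neutrophils. The same count, 1 of 35, held for the lists in microglia at both times and in endothelial cells at day 2. In comparisons with 0 calls, all 35 splits gave as many, which excludes nothing: endothelial genes and lists at day 14, blood neutrophils, monocytes, B cells and T cells at day 2, and T cells at day 14. Chance was not excluded for monocyte-derived cells (6 of 35), monocytes at day 14 (3 of 35) and B cells at day 14 (5 of 35).

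Splits that followed the batches called many genes in some comparisons and none in others: 0 in microglia and in endothelial cells at day 2, where the real splits called 3182 and 778, but 81 in endothelial cells at day 14, where the real split called 0. A count of 0 does not show that the batches are alike, since such splits mix sham and stroke libraries. With group and batch as terms, 834 genes differed between batches in microglia and 100 in endothelial cells. In microglia, the split most like the batches called 672 genes between day 14 and day 2, close to the 703 of the real split, and 707 at day 14 against sham, where the real split called 1544. With the batch as a term, 1040 genes were called between day 14 and day 2, among them all 703, and 1803 at day 14 against sham, among them 1444 of the 1544. In monocyte-derived cells, the split by batch called 823 genes, more than the 145 of the real split. A difference between library batches could thus swamp the comparison, but with the batch as a term 348 genes were called, among them all 145. In blood at day 2, the splits most like the batches called 53 genes in neutrophils, 700 in monocytes, 763 in B cells and 303 in T cells. At day 14 they called 134 genes in monocytes (17 in the real split), 373 in B cells (1 in the real split) and 198 in T cells (0 in the real split), so a difference between batches could affect these. With the batch as a term, more monocyte and B cell genes were called than without it, and no named monocyte gene lost its call. Named genes have the largest changes, so the batch remains open for the others. For neutrophils at day 14, the split most like the batches called 3 genes (296 in the real split). With the batch as a term 330 genes were called, so the batch is unlikely to be their source. Another split of the same libraries called 209 genes, and what sets that split apart was not tested.

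RNA from other cells could raise genes in microglia at day 2. Abundant monocyte-derived transcripts that sham microglia lack reached a median of 1.83% of their monocyte-derived level in day 2 microglia (101 genes), whereas Spp1 reached 210%. Of the 1588 genes higher, 1534 rose by more than such RNA from monocyte-derived cells, endothelial cells or granulocytes would give at its upper quartile. For single monocyte-derived transcripts the level reached up to 69.9%, so a part of the smaller rises may still come from them. Among list genes, looked up after their values were seen, Gpnmb (1.58%) lay under the median, and Fabp5 (9.40%), Lgals3 (9.47%), Rsad2 (10.1%) and Ifitm3 (10.4%) did not exceed the upper quartile of 10.4%, whereas Ifi27l2a (17.0%) and Irf7 (22.4%) did. Such RNA may supply the rise of the former 5 at day 2. A difference in depth could also produce calls. With all libraries thinned to 605928 counts and day 2 replicate 3 left out, 2427 genes were called, 2233 of them also among the 3051 called without thinning.

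In brain neutrophils, 13 of the 130 genes higher than in blood were held by another brain type at over 10 times the neutrophil level, so RNA from other cells could supply those, and 110 of 130 rose above what such RNA gives at its upper quartile. Tissue and isolation rather than stroke could produce the rest in part: the genes called higher after stroke had a median of 0.92 in sham against 1.81 after stroke. The limits by which that value was judged were set after it was seen, so the share due to tissue remains open.

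Sorted fractions mixed in other proportions could shift brain shares. Monocyte-derived cells were higher also among leukocytes other than microglia (2.38, adjusted p 9.9e-06), a share that mixing whole fractions should leave as it is. There were 1.12 microglia per endothelial cell at day 2 and 6.68 in sham. Both fractions were sorted separately, so the smaller share of microglia may reflect the mix or a loss of cells.

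Sex-linked genes matched the labels: Y-linked genes summed to 168 to 308.2 CPM in the 25 male and 0 to 0.6704 in the 4 female libraries, where Xist was at 191 to 657.7 CPM. No pair of replicates was alike within counting error in sums over all cells, which include differences in cell type shares (chi-square per degree of freedom 5.43 to 95.7 over 37 pairs).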
